A study of Homo sapiens with 14 samples. Its data were reported in "High-sensitivity in situ capture of endogenous RNA-protein interactions in fixed cells and primary tissues" (2024).

How the data were processed

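C-to-U edits were measured by short-read sequencing of RNA from methanol-fixed HEK293T cells (the labels also write HEK293XT) in 14 libraries, 7 per input of 1 ng or 100 pg of total RNA. The methods of the study state a low-input library kit for single cells, which is not stated to keep the strand of the RNA. Adapters were trimmed with cutadapt, reads that matched repeat elements were removed, the rest were aligned to hg38 with STAR (2.4.0 in the submitters' processing notes), and sites were called with SAILOR, which removed known variants. The authors kept sites with a SAILOR score above 0.5 and an edit fraction below 0.8, as the deposited files are named, and the deposited values lie within these limits. For each site the deposited files give the counts of edited and of all reads, the score and, from these counts, the edit fraction. The authors called clusters with FLARE at a false discovery rate of 0.1 and a merge distance of 15 nt, and the deposited cluster files give a score, counts of edited bases and reads, an edit fraction and the mean depth as a signal. The deposited confident lists give the mean coverage signal and further FLARE values. The authors intersected same-strand clusters over all 3 replicates and removed those of the Buffer-only list. Before that removal the deposited RBFOX2 lists held 907 clusters at 1 ng and 267 at 100 pg. Overlaps chained from replicate to replicate gave these same numbers. Direct overlap of replicate 1 clusters with both other replicates gave 890 and 264. A listed cluster need not therefore be called in every library. Values of these lists were used only to describe clusters. The lists were called over the replicates, while sites and clusters were called per library.

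Groups and replicate numbers were taken from the sample labels. The reference was hg38 with Gencode 44, a later annotation than the one used by the authors; the build is the one named in the methods of the study. Each site was given 1 gene and region on its own strand, taking 3′UTR before 5′UTR, coding sequence, noncoding exon and intron where transcripts differ, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and bedtools 2.31.1. Figures were drawn with matplotlib 3.10.9. A site counted as near UGCAUG when the centre of a motif on the same strand of the genome lay within 50 nt. No site of the deposited files had a coverage under 5 reads. Shares of a single library carry 95% Wilson intervals. A cluster was given to the gene on its strand, and near-identical copies and overlapping genes were left as uncertain.

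Each value per library was compared between RBFOX2 and Buffer-only with an exact two-sided permutation test, for which 3 libraries against 3 cannot give p below 0.1. The number of sites per gene was tested with edgeR 4.0.16 (R 4.3.3), with TMM scaling, its default expression filter, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, and gene groups with camera (preset correlation 0.01, and again with an estimated one) and fry in limma 3.58.1. DESeq2 1.42.0 was an alternative. The lower count minimum asked for 3 sites in enough libraries and 5 over all. Motif enrichment was tested against 1000 shuffles of the clusters within their exon or intron. These p-values cover the placement of clusters, not the spread between libraries. The edgeR step and the shuffling were tested on simulated data with known changes. At 1 ng edgeR made 3 false calls among the 100 simulated genes, and at 100 pg 0 among 16. The 3 stand beside the recovery of 41.7% of 12 genes changed 2-fold and 100% of 12 changed 4-fold. The false share of the calls at 1 ng was therefore above 0.05.

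The 13 gene groups were written before the data were examined, and so were the tests and the rule for named genes. The rule names the genes shown by the study, per input up to 10 genes with the largest increase and up to 5 with the largest decrease among those called in which no library of one group reached into the range of the other, the 10 genes whose confident clusters with UGCAUG held the most sites, and up to 10 genes with a motif in overlapping confident clusters of both inputs. Ties in the last pair of rules were kept, a choice made after the ties were seen, and not every gene that the rule gives is printed. QKI, SRSF10, PNISR, RALY and the DUXAP pseudogenes were called by edgeR but lie outside the limits of that rule and were named after their values were seen.

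The methods of the study say that 1 ng or 100 pg of RNA from each sample was used and tie no replicate number across inputs, so the pairing of the input comparison by number, planned before the data were examined, is an assumption. In the files the site numbers per gene of same-numbered libraries did not deviate together: correlations of deviations from the group means were −0.02, 0.02 and −0.01 over 2122 genes for RBFOX2 and 0.01, −0.04 and 0.03 over 243 genes for Buffer-only. The files therefore give the pairing no support, and without it the difference of the log2 ratios was again 0.51. Alternatives tried were stricter site filters, other motif distances and motifs, other overlaps, other scalings, tools and count filters, and leaving out each replicate in turn. A false discovery rate of 0.01 was not run, because no rate per cluster was used here.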

Results

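RBFOX2, a splicing regulator that binds UGCAUG in RNA, was mapped in methanol-fixed HEK293T cells, a human embryonic kidney line, from very small amounts of RNA. In this assay an antibody against the protein is bound in the fixed cells, a fusion of a nanobody and the cytidine deaminase APOBEC1 is attached to the antibody, and cytosines near the bound protein are converted to uracils and read by sequencing. Libraries were made from 1 ng or from 100 pg of total RNA. At each input there were 3 RBFOX2 libraries, 3 Buffer-only libraries that received neither antibody nor enzyme, and 1 Enzyme-only library that received the enzyme without the antibody, 14 libraries in all. The Enzyme-only values have no replicate check and enter no test between groups of libraries; only the placement of their clusters was tested. The replicates are described as separate slides, and elsewhere as wells, of the same line, and the study calls its replicates technical, so p-values measure only technical spread between these samples. A library held 20330 to 42589 edit sites at 1 ng and 18650 to 27437 at 100 pg, carried by 48909 to 94871 and 51526 to 103525 edited reads. The median coverage of a site was 19 to 21 reads at 1 ng and 19 to 23 reads at 100 pg. Intervals on shares of a single library cover counting error only.

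The first question was whether transcripts that the study showed as targets carried more edits with the antibody. APP, the amyloid precursor gene (ENSG00000142192.22, hg38 chromosome 21, 25880535 to 26171128, minus strand), held 21 ± 6.56 edit sites per RBFOX2 library and 1.00 ± 1.00 per Buffer-only library at 1 ng (SD, n = 3 each), and 10 in the Enzyme-only library. DEPDC1, a gene of mitosis, held 16.3 ± 2.52 against 2.00 ± 1.00, with 14 in Enzyme-only, and PKM, the pyruvate kinase of glycolysis, held 7.33 ± 1.53 against 2.00 ± 1.00, with 6 in Enzyme-only. OGT, the enzyme that adds N-acetylglucosamine to proteins, held 5.33 ± 2.31 against 1.00 ± 1.73. DCUN1D4 held 5.33 ± 3.51 against 3.67 ± 0.58, a difference within the spread between libraries (exact two-sided permutation test, p = 0.7). For the other 4 of these 5 genes the same exact test gave p = 0.1, which is the smallest value that 3 libraries against 3 allow. At 100 pg APP held 9.33 ± 5.03 sites against 3.00 ± 1.73 (exact permutation p = 0.3) and PKM 7 ± 1.00 against 3.67 ± 3.06 (p = 0.3), DEPDC1 held 2.33 ± 2.08 against 1.33 ± 0.58 (p = 0.6), DCUN1D4 2 ± 3.46 against 1.00 ± 1.00 (p = 1), and OGT held 2.67 in both groups. With the counts scaled by edgeR under the lower count minimum described below, the log2 fold change at 1 ng was 2.97 for APP, 1.65 for DEPDC1, 0.52 for PKM (adjusted p = 0.734) and −0.78 for DCUN1D4 (adjusted p = 0.573), and OGT had too few sites. The study showed these genes as known targets or as examples from its own libraries, so they are not independent evidence of a direction.

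Genes shown in the study as targets of another RNA-binding protein, TDP-43, were asked about in the same way, and they too held more unscaled sites in the RBFOX2 libraries at the higher input. XPO1, a nuclear export receptor, held 17.3 ± 8.62 against 4 ± 2.65 sites, NUCKS1 held 15.7 ± 0.58 against 4 ± 1.73, and TARDBP, which encodes TDP-43 itself, held 11 ± 4.36 against 3.00 ± 1.00 (SD, n = 3; exact two-sided permutation p = 0.1 for each, the smallest possible). The Enzyme-only library held 15, 13 and 6 sites in these 3 genes. At 100 pg NUCKS1 kept 15.3 ± 5.51 against 4.33 ± 2.52 sites, and XPO1 and TARDBP held 8.67 and 3.33 sites against 2.67 and 2. Scaled by edgeR under the lower count minimum, the log2 fold changes at 1 ng were 0.77 for XPO1, 0.62 for NUCKS1 and 0.52 for TARDBP (adjusted p = 0.47, 0.495 and 0.673), and none was called.

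Across genes, the sites of DEK, a chromatin protein, rose most at 1 ng relative to the other genes tested. DEK held 18.3 ± 2.08 sites per RBFOX2 library and 0.667 ± 1.15 per Buffer-only library, a log2 fold change of 3.07 ± 0.69 (SE; adjusted p = 0.000594 by edgeR's quasi-likelihood test). The call of DEK was lost with DESeq2 (log2 fold change 3.09, adjusted p = 0.0535). It was lost as well with replicate number added as a block (log2 fold change 3.06, edgeR adjusted p = 0.0587). The call was also lost without Buffer-only replicate 2 (log2 fold change 2.36, edgeR adjusted p = 0.0825) and without Buffer-only replicate 3 (2.35, edgeR adjusted p = 0.0786). Without Buffer-only replicate 1 the log2 fold change of DEK was 6.73. The remaining Buffer-only libraries held 0 DEK sites, so the size of that value does not rest on control sites. MZT1, a component of the gamma-tubulin complex, held 17 against 0.667 sites (log2 fold change 2.96 ± 0.60), AZIN1, an inhibitor of ornithine decarboxylase antizyme, held 22.3 against 1.33 (2.42 ± 0.64), TBL1XR1, a subunit of a corepressor complex, held 22 against 1.33 (2.39 ± 0.64) and ZNF770 held 19.3 against 1.33 (2.21 ± 0.63). BCLAF1, AMD1, RAB11A, SERBP1 and STAG2 followed with log2 fold changes of 2.00, 1.82, 1.80, 1.68 and 1.60. MECOM, QKI, SRSF10 and PNISR were the remaining 4 of 14 genes with more sites at an adjusted p under 0.05. In each of the 14 genes all 3 RBFOX2 libraries lay above all 3 Buffer-only libraries in sites relative to the library total, and the Enzyme-only library held between 3 sites (ZNF770) and 17 sites (SRSF10).

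Another 12 of the 100 genes tested had fewer sites in RBFOX2 relative to the rest. By annotation they were mostly long noncoding RNAs and pseudogenes. Whether these classes were more frequent among them than among all 100 genes was not tested. The largest decreases were in HOXA-AS3 (log2 fold change −2.00 ± 0.34, 6.67 against 9 sites) and the pair ENSG00000290415 (−1.90) and ENSG00000291205 (−1.89). WASHC1, a protein-coding gene (−1.74, 8 against 9 sites), and ENSG00000230021 (−1.63) followed. DUXAP8, DUXAP9 and DUXAP10, copies of one pseudogene family whose reads cannot be assigned with certainty, had log2 fold changes of −1.08, −1.32 and −1.23 although their raw site numbers were 27.7, 27 and 25 in RBFOX2 and 19.3, 22.3 and 19.3 in Buffer-only.

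These counts depend on the scaling and on the tool. With TMM scaling 53.8% of the calls at 1 ng were higher and the median log2 fold change was 0.04, whereas without scaling 100% were higher (86 genes higher, 0 lower) and the median was 1.61. DESeq2 called 0 genes higher and 10 lower on the same 100 genes. Without RBFOX2 replicate 1, 2 or 3 the number of genes called higher fell to 2, 3 and 3, with 17 or 18 genes left to test, and without Buffer-only replicate 1 it was 5. On simulated data for these 100 genes edgeR recovered 41.7% of 2-fold and 100% of 4-fold changes, with 12 genes changed at each fold.

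At 100 pg 16 genes had enough sites to be tested and edgeR called 0 higher and 0 lower. At an unadjusted p under 0.05 there were 0 higher and 1 lower, and DESeq2 called 0. Without scaling 5 of the 16 were called higher, and without Buffer-only replicate 3 there were 2 among the 76 genes that then passed the filter. With simulated counts for these 16 genes edgeR recovered 0% of 2-fold and 100% of 4-fold changes, but only 2 genes were changed at each fold; with the lower count minimum described below and 96 changed genes it recovered 2.08% and 25%.

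Of the gene groups fixed beforehand, splicing and RNA-binding proteins were the group with the most tested members at 1 ng. Of its 8 tested members 2 rose, QKI (log2 fold change 1.55 ± 0.57, 21 against 2.33 sites) and SRSF10 (1.55 ± 0.55, 18 against 2.00 sites, with 17 in Enzyme-only), and 6 did not pass; adjusted over the list alone, 4 were higher. As a set they did not stand above the other genes tested (camera, adjusted p = 0.0673, and adjusted p = 0.129 with an estimated correlation), whereas fry, which asks only whether the set itself changed, gave p = 0.00741. In membrane traffic 1 of 2 tested members rose, RAB11A, a GTPase of recycling endosomes (1.80 ± 0.56, 18 against 1.67 sites, with 16 in Enzyme-only). Adjusted over the list alone the count was also 1. Of the other groups, the TDP-43 genes of the study had 2 members tested and cytoskeleton, chromatin regulators, translation factors and long noncoding RNAs 1 each, with 0 called by edgeR; the 1 cytoskeleton gene passed when adjusted over the list alone. No member of the RBFOX2 targets of the study, ribosomal proteins, mitochondrial transcripts, glycolysis, stress response or markers of other cell types had enough sites to be tested. At 100 pg only 1 translation factor was tested, with a log2 fold change of −0.45 and no call.

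With a lower count minimum, chosen after the data had been seen, 2269 genes could be tested at 1 ng and edgeR called 36 higher and 17 lower. APP was among the genes called higher (log2 fold change 2.97 ± 0.63, adjusted p = 0.0199), and DEPDC1 was not (1.65 ± 0.51, adjusted p = 0.0804). These calls were made without replicate number in the model. With it added as a block, edgeR called 0 higher and 0 lower, so the call of APP was lost. Of 4 tested RBFOX2 targets of the study APP alone was called, and adjusted over the list alone 2 were. Of 28 tested genes of membrane traffic 3 were called higher. Of 53 tested splicing and RNA-binding genes 0 were called by edgeR, also when adjusted over the list alone, so that QKI and SRSF10 no longer passed (adjusted p = 0.0652 and 0.065). Among the 11 groups that could be tested the lowest adjusted p of camera was 0.0811, while fry gave adjusted p = 0.0288 for the cytoskeleton and 0.0343 for membrane traffic. At 100 pg 771 genes could be tested and 1 was called higher. There the 34 tested splicing and RNA-binding genes gave an adjusted p = 0.0205 with camera, 0.205 with an estimated correlation and 0.00626 with fry, a value that the TDP-43 genes of the study reached as well, and 0 of them were called by edgeR against 3 when adjusted over the list alone.

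Edits fell on the strand of the gene far more often with the antibody or the enzyme than without. At 1 ng RBFOX2 libraries held 26108 ± 651 sites on the strand of an annotated gene and Buffer-only libraries 9165 ± 547 (SD, n = 3), and Enzyme-only held 22670. On the strand opposite to the gene the numbers were 8861 ± 330, 8834 ± 450 and 9188, and the RBFOX2 and Buffer-only libraries did not differ beyond their spread (exact two-sided permutation p = 0.9). The kit may not keep the strand, so these counts rest on the strand that the site caller reports; the genome has C on that strand at 100% of sites, and a site opposite to the gene is therefore a G-to-A change in its transcript. At 100 pg the numbers on the gene strand were 13803 ± 133, 8125 ± 433 and 12039, and on the opposite strand 8793 ± 275, 8631 ± 623 and 8687 (exact permutation p = 1). Of the sites within genes 74.7% ± 0.28 lay on the gene strand in RBFOX2, 50.9% ± 0.25 in Buffer-only and 71.2% (95% Wilson interval 70.7 to 71.7) in Enzyme-only at 1 ng, and 61.1% ± 0.52, 48.5% ± 0.58 and 58.1% (57.4 to 58.8) at 100 pg.

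**Figure D1:**
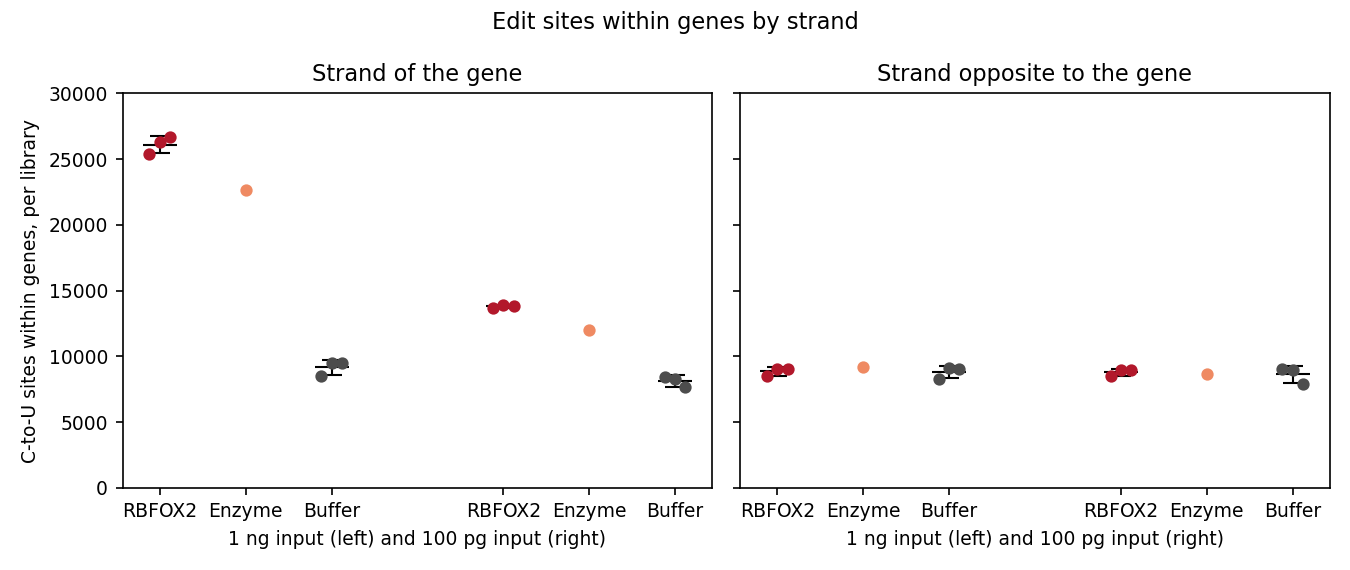
Edit sites within genes per library (vertical axis, number of sites) on the strand of the gene (left panel) and on the opposite strand (right panel), for RBFOX2, Enzyme-only and Buffer-only at 1 ng and 100 pg. Points are libraries and black bars the mean ± SD of 3; on the gene strand at 1 ng the RBFOX2 libraries lie between 25388 and 26655 and the Buffer-only libraries between 8533 and 9489, and on the opposite strand the groups overlap.

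All sites together numbered 41659 ± 1309 in RBFOX2 and 21741 ± 1226 in Buffer-only at 1 ng, with 38007 in Enzyme-only, and 27101 ± 478, 20193 ± 1348 and 24829 at 100 pg. Edit clusters, the windows enriched for edits, numbered 24235 ± 692, 10671 ± 597 and 22370 at 1 ng and 13447 ± 250, 9468 ± 542 and 12837 at 100 pg. In all 4 comparisons every RBFOX2 library lay above every Buffer-only library (exact two-sided permutation p = 0.1, the smallest possible). With a FLARE score of at least 0.99, a limit chosen after the data were seen, the excess of clusters was smaller. It fell from 13564 to 4044 at 1 ng and from 3979 to 534 at 100 pg. The groups then overlapped at 100 pg (exact permutation p = 0.2).

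Sites near UGCAUG set the RBFOX2 libraries apart from both controls. At 1 ng 5.29% ± 0.17 of RBFOX2 sites lay within 50 nt of UGCAUG on the same strand, against 2.42% ± 0.08 in Buffer-only (SD, n = 3) and 2.83% (95% Wilson interval 2.67 to 3.01) in Enzyme-only. At 100 pg the shares were 3.82% ± 0.05, 2.48% ± 0.06 and 2.69% (2.50 to 2.90). In 3′UTRs the share near UGCAUG was 7.14% ± 0.33 in RBFOX2 and 2.89% ± 0.26 in Buffer-only at 1 ng, and 6.12% ± 0.20 and 3.32% ± 0.77 at 100 pg. Every RBFOX2 library was above every control library in each of these comparisons (exact two-sided permutation p = 0.1 against Buffer-only, the smallest possible). GCACG, a secondary motif of the RBFOX family, lay near 2.55% ± 0.12 of RBFOX2, 3.26% ± 0.11 of Buffer-only and 2.60% of Enzyme-only sites at 1 ng, so that the lower share (exact permutation p = 0.1) was present without the antibody too. At 100 pg it lay near 3.15% ± 0.11, 3.31% ± 0.17 and 3.35% (exact permutation p = 0.3).

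**Figure D2:**
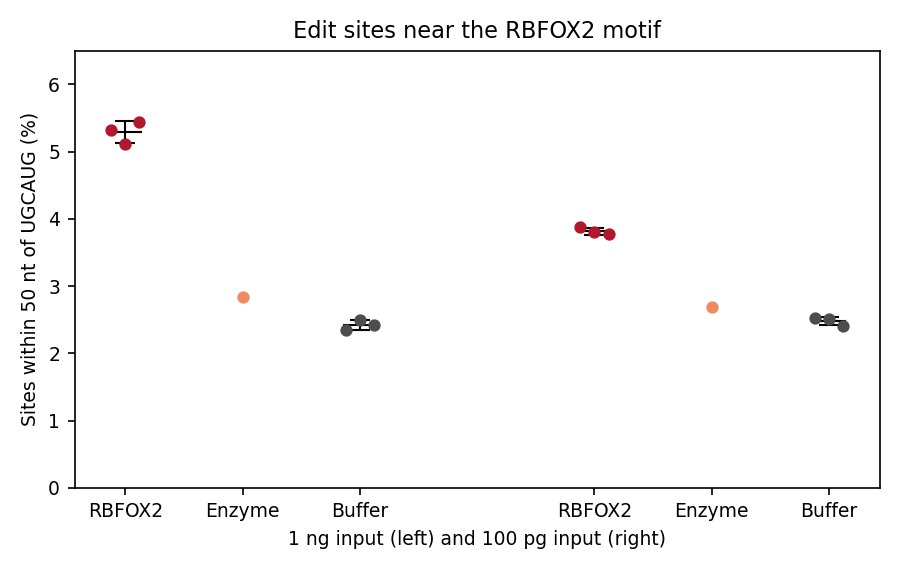
Share of edit sites within 50 nt of UGCAUG on the same strand (vertical axis, percent of sites in a library) for RBFOX2, Enzyme-only and Buffer-only at 1 ng and 100 pg. Points are libraries and black bars the mean ± SD of 3; at 1 ng the RBFOX2 libraries lie between 5.11% and 5.44%, above the Enzyme-only library at 2.83% and the Buffer-only libraries between 2.35% and 2.50%.

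3′UTRs held 32.8% ± 0.37 of RBFOX2 sites, 15.8% ± 0.23 of Buffer-only sites and 25.2% (95% Wilson interval 24.8 to 25.7) of Enzyme-only sites at 1 ng, and 22.1% ± 0.60, 12.4% ± 0.29 and 17.7% (17.2 to 18.2) at 100 pg. Introns held 19.2% ± 0.51 of RBFOX2, 17.5% ± 0.97 of Buffer-only and 22.6% of Enzyme-only sites at 1 ng. At 100 pg they held 18.9% ± 0.20, 20.5% ± 0.31 and 20.6%. These 3′UTR and intron shares are of all sites of a library. A site with no gene on its own strand was given no region, so the shares also carry the difference between strands. Shares among sites with a region were not compared, and the direction for introns cannot be read apart from the strand. Sites with no annotated gene on their own strand made up 24.9% ± 0.26 of RBFOX2, 45.5% ± 0.15 of Buffer-only and 28.4% of Enzyme-only sites at 1 ng. They include sites opposite to a gene, so this difference is in part the strand difference given above. APOBEC1 prefers cytosines that follow A or U, and such sites made up 71.9% ± 0.28 of RBFOX2, 51.5% ± 0.28 of Buffer-only and 68.4% (68 to 68.9) of Enzyme-only sites at 1 ng. At 100 pg they made up 61.2% ± 0.16, 50.6% ± 0.15 and 57.9% (57.3 to 58.5). The exact two-sided permutation test of RBFOX2 against Buffer-only gave p = 0.1, the smallest possible, for each of these measures.

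The confident clusters, intersected over the 3 RBFOX2 libraries with the shared Buffer-only clusters removed, lay mostly in 3′UTRs at 1 ng. The deposited list held 776 clusters in 616 genes, of which 565 (72.8%) lay in 3′UTRs, 75 in coding sequence, 74 in introns and 11 in 5′UTRs; of the Buffer-only confident clusters 20.4% lay in 3′UTRs. The cluster with the most edit sites and a UGCAUG lay in an intron of MECOM, a zinc finger transcription factor gene (chromosome 3, 169561001 to 169561525, minus strand, hg38), with the motif at 169561330 to 169561335. It held 36 sites over the 3 RBFOX2 libraries, between 5 and 22 per library, and 0 in the Buffer-only and Enzyme-only libraries. The 3′UTR of CDH2, which encodes N-cadherin, held 26 sites in a cluster at chromosome 18, 27951177 to 27951521, around the motif at 27951352 to 27951357, with 0 sites in Buffer-only and 1 in Enzyme-only. The 3′UTR of MTPN, the myotrophin gene, held 24 sites (chromosome 7, 135927301 to 135927735), with 2 in Buffer-only and 1 in Enzyme-only, and that of YWHAG, a 14-3-3 protein gene, held 21 sites (chromosome 7, 76327250 to 76327459) with 0 in both controls. In AASDHPPT (18 sites), SCAF11 (17), DEK, SERF1B and ZFR (16 each) a single 3′UTR cluster held the motif. Most of these totals came from a single library: MTPN had 2 to 15 sites per library, SCAF11 2 to 13, ZFR 2 to 11, SERF1B 2 to 10, AASDHPPT 2 to 10 and DEK 1 to 9. Without RBFOX2 replicate 3 the mean fell from 8 to 4.5 in MTPN, from 5.67 to 2 in SCAF11, from 5.33 to 2.5 in ZFR, from 5.33 to 3 in SERF1B, from 5.33 to 3.5 in DEK and from 12 to 7 in MECOM. RMND5A and ZIC5 had 3′UTR clusters of 14 and 5 sites and of 11 and 6 sites, and VPS29, a retromer subunit, had 9 in its 3′UTR and 7 in an intron. The shorter RMND5A cluster, at chromosome 2, 86777414 to 86777443, has the sequence TGAGTGTGCATGTGTCTGAAGTTCACCATT, with the motif at 86777420 to 86777425. SERF1B lies in a duplicated region, so its reads may come from its copy.

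**Figure D3:**
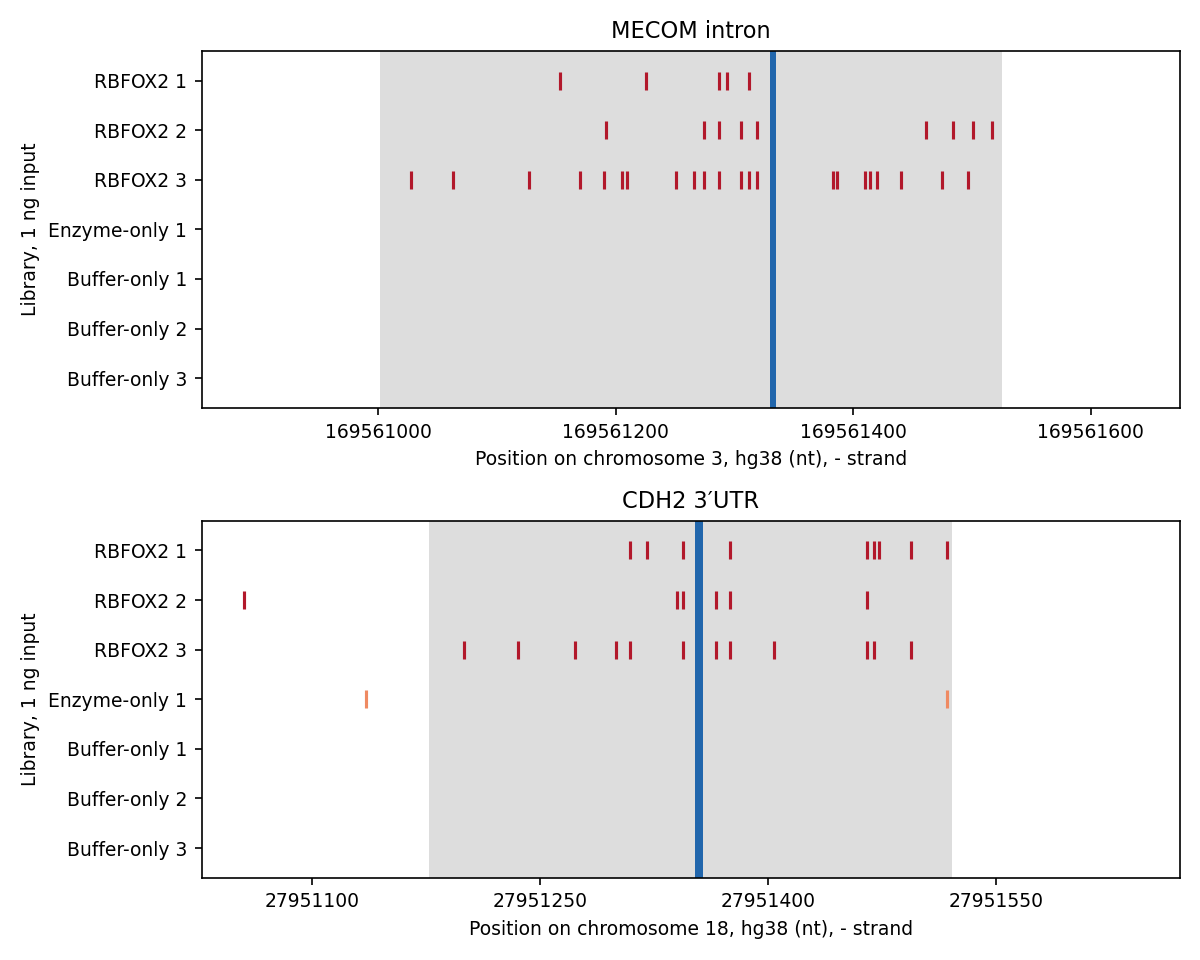
Edit sites (ticks) in each 1 ng library (rows of the vertical axis) along the MECOM intron cluster on chromosome 3 and the CDH2 3′UTR cluster on chromosome 18 (horizontal axis, hg38 position in nt, minus strand of both genes). Grey marks the confident cluster and blue the UGCAUG; inside the MECOM cluster the controls have 0 sites, and inside the CDH2 cluster Enzyme-only has 1.

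In APP a confident 3′UTR cluster at chromosome 21, 25881346 to 25881510, contained UGCAUG at 25881390 to 25881395 and held 15 sites over the 3 RBFOX2 libraries, 1 in Buffer-only and 0 in Enzyme-only. A second APP cluster, at 25881241 to 25881285, held 3 sites and no motif. PKM, OGT, DCUN1D4, DEPDC1, TARDBP, NUCKS1 and XPO1 had none at 1 ng.

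UGCAUG lay in 100 of 775 confident clusters at 1 ng (12.9%), of which 76 were in 3′UTRs, 13 in introns and 5 in coding sequence. Clusters placed at random within the same exon or intron contained it in 3.19% of cases, a 4.04-fold enrichment (z = 15.4, one-sided permutation test over 1000 shuffles, p = 0.001, the smallest they can give). Buffer-only confident clusters contained it in 2.00% of 250 cases, 1.73-fold over shuffled clusters (permutation p = 0.16). Single RBFOX2 libraries gave 1.96-fold to 2.02-fold (permutation p = 0.001 each), Enzyme-only 1.03-fold (p = 0.291) and single Buffer-only libraries 0.85-fold to 1.1-fold. Shuffling over the whole gene raised the fold to 7.56. The shorter GCAUG gave 2.55-fold (permutation p = 0.001) and GCACG 1.74-fold (permutation p = 0.024). Requiring an overlap of at least 50% of the replicate 1 cluster left 436 confident clusters in place of the 740 rebuilt from the single libraries, and leaving out RBFOX2 replicate 1, 2 or 3, which asks for 2 libraries in place of 3, gave 2629, 2433 and 2465.

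At 100 pg the deposited list held 214 confident clusters in 184 genes, of which 134 (62.6%) lay in 3′UTRs, 38 in coding sequence and 24 in introns. CALM2, a calmodulin gene, held the motif cluster with the most sites, 23 in its 3′UTR (chromosome 2, 47160504 to 47160743), with 2 in Buffer-only and 0 in Enzyme-only. HPRT1, a purine salvage enzyme gene, held 18 (chromosome X, 134500091 to 134500375) and SKP1, a subunit of SCF ubiquitin ligases, held 17 (chromosome 5, 134157531 to 134157725). Clusters in ENSG00000291315 and HIGD1A held 9 sites each, those in SF3B6, a splicing factor subunit, UBE2E2 and ZNF503 held 6 each, and those in MYL12B and ZNG1E, which has near-identical copies, held 5 each. These counts leaned on single libraries: without RBFOX2 replicate 3 the mean fell from 3 to 1.5 sites in HIGD1A and from 2 to 1 in UBE2E2, without replicate 1 from 3 to 1.5 in ENSG00000291315, and SF3B6 and ZNF503 had 0 sites in one RBFOX2 library. NUCKS1 had a 3′UTR cluster of 14 sites without the motif (chromosome 1, 205713438 to 205713542). Without RBFOX2 replicate 1 its mean fell from 4.67 to 3 sites.

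UGCAUG lay in 16 of the 214 clusters at 100 pg (7.48%) against 4.29% of shuffled clusters, a 1.74-fold enrichment (z = 2.93, one-sided permutation p = 0.008). The Buffer-only list gave 1.62-fold (permutation p = 0.352), single RBFOX2 libraries 1.49-fold to 1.58-fold (p = 0.001 each) and Enzyme-only 0.98-fold (p = 0.61). Shuffling over the whole gene raised the fold to 3.93. The difference between the folds at 1 ng and 100 pg was not tested. An overlap of at least 50% left 128 in place of 204 rebuilt clusters, and leaving out RBFOX2 replicate 1, 2 or 3 gave 698, 772 and 743.

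Confident clusters by gene group were found in 19 of 68 genes of splicing and RNA-binding proteins at 1 ng (among them QKI, HNRNPK, SRSF11 and RBFOX2 itself) and in 7 of 68 at 100 pg (among them HNRNPK, SRSF3 and TRA2B). Membrane traffic had 13 of 49 (RAB11A, ARF4, COPB2) and 3 of 49, chromatin regulators 9 of 43 (SMC1A, HMGN1, SUZ12) and 1 of 43 (HDAC2), and the cytoskeleton 6 of 50 (KIF5B, ENAH) and 2 of 50 (KIF5B, MYL12B). Translation factors had 3 of 26 at both inputs, stress genes 3 of 24 and 1 of 24, ribosomal proteins 3 of 75 and 0, mitochondrial transcripts 1 of 15 and 0, and long noncoding RNAs 1 of 18 (MALAT1) and 0. Glycolysis genes and markers of blood, connective tissue, liver and skin had 0 at both inputs. These counts were not tested against other genes or against expression.

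Whether clusters of the lower input matched those of the higher one was asked next. ZNF503, HPRT1, UBE2E2, MTX2, PLS3 and ZNG1E carried UGCAUG in overlapping clusters of both inputs. In CDH2, MTPN, SERF1B and RNF2 a 1 ng cluster with UGCAUG overlapped a 100 pg cluster in which the motif was not recorded. In HPRT1 the overlapping clusters held 10 sites over 3 libraries at 1 ng and 18 at 100 pg, in ZNF503 15 and 6, and in PLS3, an actin-bundling protein gene, 4 and 4. The PLS3 cluster at 1 ng lay in coding sequence on chromosome X, 115649490 to 115649549, and reads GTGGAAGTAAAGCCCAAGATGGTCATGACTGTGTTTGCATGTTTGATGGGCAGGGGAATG. In all, 52 of the 214 clusters at 100 pg (24.3%) overlapped a 1 ng confident cluster, against 5.83% of shuffled clusters, 4.17-fold (one-sided permutation p = 0.001, the smallest possible), and 162 (75.7%) overlapped a cluster of any single 1 ng RBFOX2 library. UGCAUG was present in 8 of the 52 shared clusters (15.4%) and in 8 of the other 162 (4.94%; Fisher's exact test, two-sided p = 0.0283).

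Confident clusters were also set against the Enzyme-only library. At 1 ng 228 of 776 (29.4%) overlapped an Enzyme-only cluster, among them those of CDH2, MTPN and DEK but not those of MECOM, YWHAG or APP, and at 100 pg 58 of 214 (27.1%) did. UGCAUG was present in 13.7% of the clusters without and 11% of those with such an overlap at 1 ng (Fisher's exact test, two-sided p = 0.347) and in 7.69% and 6.90% at 100 pg (p = 1).

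The numbers of sites and clusters changed with the input more in RBFOX2 and Enzyme-only than in Buffer-only libraries. The log2 ratio of sites, 1 ng over 100 pg, was 0.62 ± 0.02 in RBFOX2, 0.61 in Enzyme-only and 0.11 ± 0.16 in Buffer-only (SD over 3 pairs), and the RBFOX2 and Buffer-only ratios differed by 0.51 (exact permutation p = 0.1, the smallest possible). For clusters the ratios were 0.85 ± 0.01, 0.80 and 0.17 ± 0.15. The share of sites near UGCAUG was 1.48 ± 0.19 percentage points higher at 1 ng in RBFOX2 and changed by 0.139 points in Enzyme-only and by −0.06 ± 0.10 in Buffer-only, where RBFOX2 minus Buffer-only was 1.54 points (exact permutation p = 0.1). The share in 3′UTRs was 10.7 ± 0.38 points higher in RBFOX2, 7.55 in Enzyme-only and 3.44 ± 0.52 in Buffer-only. There RBFOX2 minus Buffer-only was 7.28 points (exact permutation p = 0.1). This share is again of all sites, those without a region included. The median edit fraction of a site was 6.79% at 1 ng and 7.69% at 100 pg in RBFOX2, a paired difference of −0.90 ± 0.12 points (exact sign-flip test, two-sided p = 0.25, the smallest possible with 3 pairs). The pairs are an assumption, and without them the exact permutation test gave p = 0.1, also the smallest possible. In Buffer-only it differed by −0.32 ± 0.27 points (exact p = 0.5) and in Enzyme-only by 0.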

Values the study reported

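At the 1 ng input the study gave a total of 776 confident clusters for RBFOX2. At the 100 pg input it gave 214.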

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

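The tests of depth, of editing without the antibody, of region and base context, of scaling and of shared positions were chosen only after the results were seen. The Enzyme-only libraries stood out because they entered no test between groups of libraries and lay above every Buffer-only library. At 1 ng the library held 38007 sites and 22370 clusters, where the highest Buffer-only library held 22543 and 11028, and 2.83% of its sites lay near UGCAUG against at most 2.50%. At 100 pg it held 24829 sites and 12837 clusters, against at most 21140 and 9912, and 2.69% of its sites lay near UGCAUG against at most 2.53%.

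RBFOX2 libraries held more edit sites than Buffer-only libraries. A difference in sequencing depth would raise sites on both strands of a gene alike, but sites opposite to the gene had a ratio of group means of 1.00 at 1 ng and 1.02 at 100 pg, while sites on the gene strand, as the site caller reports it, had 2.85 and 1.70; the median coverage of a called site did differ, with 23 reads in RBFOX2 and Enzyme-only and 19 in Buffer-only at 100 pg. Editing by the enzyme without the antibody stays open as a candidate explanation for most of the excess, since the Enzyme-only library held 81.7% of it at 1 ng and 67.1% at 100 pg. With a single Enzyme-only library per input, the spread of these shares is unknown. The remainder, which the design would assign to the antibody, was not tested.

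A larger share of sites lay near UGCAUG in RBFOX2 libraries, by 2.87 percentage points over Buffer-only at 1 ng and 1.33 at 100 pg. More sites in 3′UTRs, where the motif is common, would remove the difference among 3′UTR sites, and it was 4.25 and 2.80 points there. More sites in the base context of the enzyme would remove it among sites after A or U, where it was 3.84 and 2.10 points. Sites in the genes of the confident clusters would account for it only if it vanished without the 616 and 184 genes, and it was still 2.18 and 1.12 points. Binding of RBFOX2 at UGCAUG is the explanation that the design names, and these values, seen and tested on the same data, leave it open without proving it.

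Among the genes called with fewer edit sites in RBFOX2 at 1 ng were HOXA-AS3, WASHC1, RALY and the DUXAP pseudogenes. Scaling against libraries whose other genes gained sites stays open as a candidate cause: with no scaling 0 of the 12 were called lower, but that step moved all 100 genes by about the same amount (1.57 ± 0.02 in log2 fold change, SD over genes), which fixes this outcome and decides nothing. Mismatches at fixed positions that every library shares were frequent in them, with 29.9% of their Buffer-only sites at positions called in all 6 libraries, against 2.09% in the 27 genes that were not called and held at least as many Buffer-only sites. At least 1 such position was present in 11 of the 12 genes and in 4 of the 27. A variant of the line and reads from near-identical copies were not told from each other here, and no biological explanation was tested.

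The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. For genes with more sites at 1 ng the real split called 14 and the highest of the others 0, and with the lower count minimum 36 and 0, so that 1 of 10 splits, the real one, reached the real number in both cases. At 100 pg the real split called 0 and the highest of the others 0, so that 10 of 10 reached it, and with the lower count minimum 1 and 0, reached by 1 of 10.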

How the results depend on the processing

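Chosen after the data were seen were the lower count minimum, the coverage minimum for genes, the minimum of 2 edited reads, the limit to 3′UTR sites, the FLARE score, GCACG, the rebuilt list for the motif, the chained replicates, the Enzyme-only subtraction, the gene group fits with the replicate block and the splits of clusters by region or Enzyme-only overlap. No result per library, per cluster list or per input reversed, but with no scaling 7 of the 12 genes called lower at 1 ng changed sign. Sites and the shares near UGCAUG, in 3′UTRs, after A or U and on the gene strand kept their direction at both inputs under the alternatives run for each and without each replicate, as did clusters without each replicate and the input effects on sites and on edit fraction. The p of 0.1 or 0.25 of these results with all replicates is the smallest the design allows and says nothing of stability. For the input effects on clusters and on shares no alternative was run. With a FLARE score of at least 0.99 the excess of clusters fell from 13564 to 4044 at 1 ng and from 3979 to 534 at 100 pg, where the groups then overlapped (exact permutation p = 0.2). Rebuilt confident clusters numbered 740 at 1 ng and 204 at 100 pg; with 50% overlap 436 and 128, with a FLARE score of at least 0.99 295 at 1 ng, and without a replicate 709 to 2629 and 190 to 772, the high values because 2 RBFOX2 libraries were asked for in place of 3. At 100 pg the motif fold was 1.13 for GCACG (permutation p = 0.542) and 2.12 for the 58 clusters that overlap Enzyme-only (permutation p = 0.103); the cause was not tested. Genes called higher at 1 ng, 14 as reported, numbered 0 with DESeq2, 86 with no scaling, 92 with no filter, 67 with edited reads, 4 with a SAILOR score of at least 0.9, 4 with a coverage of at least 10 reads, 36 with the lower count minimum, 933 with that and no scaling, and 2 to 13 without a replicate, where fewer or more genes passed the filter. At 100 pg, 0 as reported by edgeR (unadjusted 0 higher, 1 lower; DESeq2 0), they numbered 5 with no scaling, 1 with no filter, 4 with edited reads, 1 with a score of at least 0.9, 1 with the lower count minimum, 96 with that and no scaling, and 0 to 2 without a replicate. Beyond the filters and scaling the cause was not tested.

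RBFOX2 and Buffer-only libraries share only replicate numbers: same-numbered pairs had correlations of −0.19, −0.06 and 0.11 over 100 genes at 1 ng and −0.20, 0.37 and 0.33 over 16 genes at 100 pg, and not every library correlated best with its own number. With the replicate block edgeR called 4 genes higher and 9 lower at 1 ng, and 0 and 0 with the lower count minimum; at 100 pg it called 0, and 1 with the lower count minimum. With that minimum 1 gene group passed camera at 100 pg, with and without the block, and 0 with an estimated correlation. For genes named from the edgeR test 95 alternatives kept the direction and an adjusted p under 0.05, whatever the size of the fold. For DEK 3.07 became 6.73 without Buffer-only replicate 1, where the remaining Buffer-only libraries held 0 of its sites. Another 80 kept the direction without an adjusted p under 0.05. There the fold held (DEK with the replicate block, 3.06 with adjusted p = 0.0587) or shrank (BCLAF1 without Buffer-only replicate 3, 1.25 with adjusted p = 0.326). For named clusters 163 alternatives stayed within 1 SD of the libraries, which is wide (SCAF11 went from 5.67 to 2 sites without RBFOX2 replicate 3), and 17 moved by more, each with the SAILOR score of at least 0.9. A false discovery rate of 0.01 was not run. At 1 ng simulated 2-fold changes were recovered in 41.7% of cases and 4-fold changes in 100%, and with the lower count minimum in 1.00% and 71%.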

Other observations

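All values in this part come from measures chosen after the data were seen. Hexamers were counted here when all 6 bases lay within 50 nt of a site, a narrower count than the distance to the motif centre used for sites near UGCAUG, so its shares are lower. Among all 4096 hexamers, UGCAUG had the highest ratio of RBFOX2 to Enzyme-only at 1 ng, with 5.09% ± 0.18 of RBFOX2 sites (SD, n = 3) against 2.69% of Enzyme-only sites, 1.89-fold. GCAUGU and UUGCAU, which overlap it, came next at 1.57-fold and 1.42-fold. At 100 pg UGCAUG ranked 2 at 1.42-fold, behind UUAUCG, which lay near 0.390% of RBFOX2 sites and reached 1.51-fold. Among the 3146 hexamers near at least 1% of Enzyme-only sites, a limit set after that rank was seen, UGCAUG ranked 1.

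Sites were densest just 3′ of the motif at 1 ng. Within 20 nt 3′ of UGCAUG 0.662% ± 0.009 of RBFOX2 sites fell per 10 nt, 2.53-fold over Enzyme-only, and within 20 nt 5′ of it 0.521% ± 0.030, 1.84-fold. In the farthest window, which began 100 nt away, the ratios were 1.22 on the 3′ side and 1.18 on the 5′ side. At 100 pg the nearest windows gave 1.74-fold on the 3′ side and 1.27-fold on the 5′ side. The RBFOX2 densities there were 0.395% ± 0.008 and 0.403% ± 0.020, so sites were not denser on the 3′ side at that input. Sites after A or U held the difference: near UGCAUG lay 6.09% of them in RBFOX2 and 2.81% in Enzyme-only at 1 ng, and of the sites after C or G 3.25% and 2.89%.

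Single positions recurred rarely. Pairs of RBFOX2 libraries shared 1914 to 1951 positions at 1 ng and pairs of Buffer-only libraries 1139 to 1235, and at 100 pg 754 to 797 and 626 to 670. RBFOX2 pairs shared 2.33% to 2.41% of their joint positions at 1 ng and 1.42% to 1.48% at 100 pg, and Buffer-only pairs, which hold fewer sites, 2.74% to 2.85% and 1.60% to 1.66%. Of 882 positions in all 3 RBFOX2 libraries at 1 ng 6.92% lay near UGCAUG, and of 755 in all 3 Buffer-only libraries 2.38%. Of the 138 positions in all 3 RBFOX2 libraries at 1 ng and in no control library, 30.4% lay near UGCAUG, 98.6% followed A or U and 73.2% lay in 3′UTRs. At 100 pg 15.4% of 39 such positions lay near UGCAUG. Among both the 882 and the 755 were 447 positions present in all 6 RBFOX2 and Buffer-only libraries at 1 ng. Their median edit fraction was 19.6%. Of these 61.5% had no gene on their own strand, which includes positions opposite to a gene. In Enzyme-only 90.4% of the 447 were also called, and DUXAP8 and DUXAP9 held 12 and 9 of them.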
